A study of Homo sapiens with 2 samples. Its data were reported in "Loss of the multifunctional RNA-binding protein RBM47 as a source of selectable metastatic traits in breast cancer" (2014).

How the data were processed

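RBM47 is an RNA-binding protein. MDA231-BrM2a is a non-clonal derivative of the MDA-MB-231 breast cancer cell line with brain metastatic ability. The cells carried a Flag-tagged wild-type RBM47 under a doxycycline-inducible promoter and received 1 ng/ml doxycycline for 3 days. In HITS-CLIP, ultraviolet light crosslinks a protein to the RNA it touches, the protein is pulled down through its tag, and the attached RNA fragments are sequenced. The labels give 1 group with 2 replicates. No control library is analysed here, so the background of the pull-down was not measured and no groups were compared.

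The authors tailed the recovered fragments with poly(A), reverse transcribed them with a primer that carried a degenerate barcode, and sequenced the libraries on an Illumina instrument. Its random bases allow copies made during amplification to be counted once. The authors mapped the reads, collapsed them to unique reads, which they called tags, and grouped overlapping tags into clusters on the Galaxy platform. The aligner, its settings and the genome build were not stated for this assay. The deposited values are counts of tags per cluster, in a column for each replicate and a column for the total. Each cluster also carries the authors' location label, and most carry an Entrez gene ID and a symbol. Every one of the 233546 deposited clusters had at least 1 tag in each replicate and at least 5 tags in total. Those minimums were read from the values. They remove clusters with no tag in the smaller library, so the table holds part of each library and its column sums are not library depths.

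The replicate 1 column summed to 999047 tags and the replicate 2 column to 3489697 tags. The confidence intervals are Wilson intervals at 95% and cover counting error only. The difference in size means that single clusters were measured less precisely in replicate 1, where the median was 2 tags per cluster, than in replicate 2, where it was 6. The authors' total fell short of the sum of the replicate columns in 30716 clusters. The authors' total was used to filter and rank clusters, and the replicate columns for comparisons between the libraries. All columns of tags were mapped to a sample or to the group.

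Coordinates are given as the deposited table gives them, and whether they count from 0 or from 1 is not known. The build was compared with the references at hand. Of 7026 genes whose symbol matched GENCODE on GRCh37, 7006 were on the same chromosome but only 856 had a largest cluster that overlapped the gene. Of 7669 gene IDs that matched RefSeq on GRCh38.p14, 637 had a largest cluster that overlapped the gene. On chromosome 3, 552 clusters started beyond the last gene end of GENCODE on GRCh37. No reference coordinate or sequence was therefore used, and sequence composition was not computed. The RefSeq table served only to pair gene IDs with current symbols, with 7669 of 7712 IDs matched.

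Cluster length is the listed end minus the listed start. A cluster with exactly 1 location label was counted in that class, and all combinations of labels formed a class of their own. Regional shares, tags per cluster by region and tags per gene were computed on clusters with at least 10 tags where not stated otherwise. Tag concentration, agreement and discordance between replicates, cluster length, strand and chromosome shares, and the counts of deep intergenic clusters were computed on all deposited clusters. A gene's tags are the sum over its clusters of at least 10 tags, with exceptions that sum all deposited clusters. These are the agreement across genes, the concentration of intron tags in genes, and the comparison of RBM47 with other genes. Values per replicate are tags per 1000 tags of that replicate in the table, given as mean ± SD with n = 2. Agreement between replicates was measured by Spearman's rho and by Pearson's r of log2(tags + 1) across clusters and across genes. Clusters and genes are not independent replicates, so these carry no p-value.

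Each cluster's split between the replicates was tested against the replicate 1 share of all cluster tags with a two-sided exact binomial test and Benjamini-Hochberg adjustment, with a threshold of 0.05. That test compares these libraries and not conditions. The distribution over 3'UTRs and introns was compared between clusters of 10 to 99 tags and clusters of at least 100 tags with a two-sided Fisher's exact test. Mean log2 tags of 3'UTR and intron clusters were compared with a two-sided permutation test of 100000 resamples on values rounded to 2 decimals. Both of these tests treat clusters as independent, which they are not.

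The tests were tested on simulated data. Among 233546 clusters with the observed sizes, 200 clusters of at least 100 tags were changed 4-fold in odds, and 93.5% were recovered with 0 unchanged clusters called. The unchanged clusters were drawn at a single replicate 1 share of 22.3%, without the filter on both replicates. In clusters whose replicate tags sum to the total, the share was 27.2% at 5 to 9 tags and 20.8% at 100 tags or more. The simulation therefore cannot tell how many calls come from that offset. The exact power of the test gave an expected recovery of 93.1%. All 100 raised clusters and 87 of 100 lowered clusters were recovered. The missed clusters held 104 to 166 tags, so a 4-fold fall in the odds of a replicate 1 tag was not always detectable at that size. The first pass mark set for this recovery was a guess that the result did not reach. It was replaced, after that result was seen, by the comparison with the exact power, on the same simulated draw. Of 100 null permutation tests, 4 had a p-value under 0.05.

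The genes named are the 10 with the most tags and the genes that the study names for binding, splicing or mRNA level, and the clusters named are the 10 with the most tags. One gene that this rule selects is not reported here. These rules, the tests and most alternatives were fixed before the data were examined. The alternatives were other tag minimums, weighting by tags, merging clusters closer than 50 nt, density in place of tags, another pseudocount, other scalings between replicates, a beta-binomial test, and each replicate left out. The authors' peak-height and reproducibility filters were not used here. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.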

Results

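To map where Flag-RBM47 contacts RNA in MDA231-BrM2a cells, HITS-CLIP was carried out in 2 replicates of a single group. The clusters held 999047 tags from replicate 1 and 3489697 tags from replicate 2, a ratio of 3.49. In all, 233546 clusters with tags in both replicates were listed, with 4444851 tags by the authors' total. The median cluster held 8 tags and the largest 72767 tags. The median length was 82 nt, with a 10th percentile of 48 nt and a 90th percentile of 161 nt. Gene IDs were given to 72.9% of the clusters, and clusters with at least one genic label held 80.7% ± 0.644 (SD, n = 2) of the tags per replicate.

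The number of clusters was first followed across stringency levels, as the study defined binding sites by such filters. A minimum of 10 tags left 94996 clusters with 80.0% of the tags. A minimum of 30 tags left 22118 clusters, 100 tags left 4509 clusters, and 1000 tags left 180 clusters with 13.6% of the tags. When clusters closer than 50 nt on the same strand were merged, 67791 regions reached 10 tags. Requiring 10 tags in a single library left 71204 clusters in replicate 2 and 13796 in replicate 1, so the smaller library alone gave a far lower number. The top 1% of clusters held 28.9% of the total tags. Per replicate the value was 28.1% ± 1.57 (SD, n = 2).

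Agreement between the replicates was examined next. Only clusters with tags in both replicates are listed, so clusters seen in a single library are left out here and in the binomial test below. Across 7712 genes, with all deposited clusters summed, Spearman's rho was 0.982 and Pearson's r on the log2 scale was 0.982. Across all 233546 clusters, rho was 0.447 and r was 0.740. The value rose with depth, to a rho of 0.764 in clusters with at least 30 tags and 0.984 in clusters with at least 1000 tags. Most clusters were too shallow in replicate 1 for a close comparison, since 59.7% of them held no more than 2 replicate 1 tags.

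**Figure D1:**
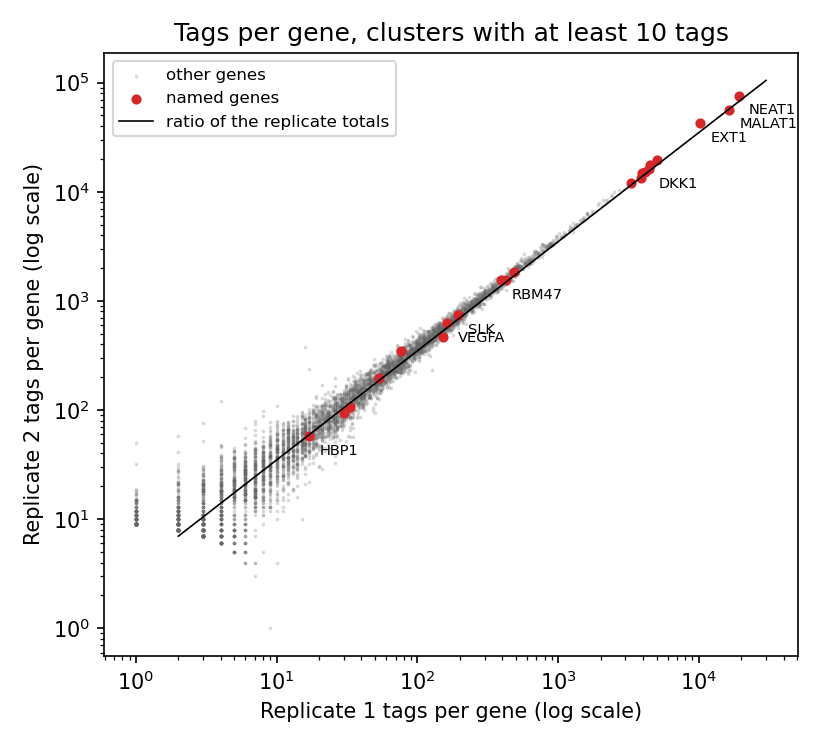
Tags per gene in replicate 1 (x axis, log scale) and replicate 2 (y axis, log scale), summed over clusters with at least 10 tags, with 1 point per gene, the named genes in red, and a line at the ratio of the replicate totals, 3.49. Genes with many tags lie close to the line, and genes with few tags scatter around it. The line comes from all deposited clusters, with a replicate 1 share of 22.3%. In clusters of at least 10 tags this share is lower, at 21.1%, which places many genes slightly above the line.

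The exact binomial test with Benjamini-Hochberg adjustment found 26 of 233546 clusters whose split between the libraries differed from the replicate 1 share of 22.3% over all clusters. Of these, 3 had a higher share in replicate 1 and 23 in replicate 2. The split depended on the scaling. Scaled to the median ratio over clusters, 18 clusters passed, of which 5 were higher in replicate 1. In 10 of the 26 clusters the share was within 10 percentage points of the overall share. The largest NEAT1 cluster was one of them, with a replicate 1 share of 20.5% (Wilson 95% interval 20.2 to 20.8). Its adjusted p in the exact test was 1.2e-23 against the overall share of 22.3%, but 1 against the share of 20.8% in clusters with at least 100 tags, a reference chosen after the data were seen. Against that reference 18 clusters passed, of which 16 were among the 26. The cluster with the smallest adjusted p, 1.9e-35, was a deep intergenic cluster on the minus strand of chromosome 12 at 22811509 to 22811535, with 16 replicate 1 tags and 555 replicate 2 tags. Both clusters were chosen for mention after their values were seen.

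The distribution of clusters over transcript regions was then compared across tag minimums. Among clusters with at least 10 tags, 26.2% lay in 3'UTRs alone (Wilson 95% interval 25.9 to 26.5) and 30.1% in introns alone (29.8 to 30.4). Coding sequence (CDS) held 11.9%, deep intergenic sequence 15.3%, and sequence labelled as within 10 kb downstream of a gene 6.67%. Clusters with more than 1 label made up 7.57%. In all deposited clusters the 3'UTR share was 16.5% and the intron share 42.6%. In clusters with at least 100 tags the 3'UTR share was 54.7% (53.2 to 56.1) and the intron share 6.76% (6.07 to 7.53). The order of the classes depended on the minimum. With 10 tags required in replicate 1 alone, the shares were 46.3% and 13.1%. Measured as tags in clusters of at least 10 tags, 3'UTRs held 38.3% ± 0.462 (SD, n = 2) and introns 16.01% ± 0.402 (SD, n = 2), a difference larger than the spread between replicates.

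**Figure D2:**
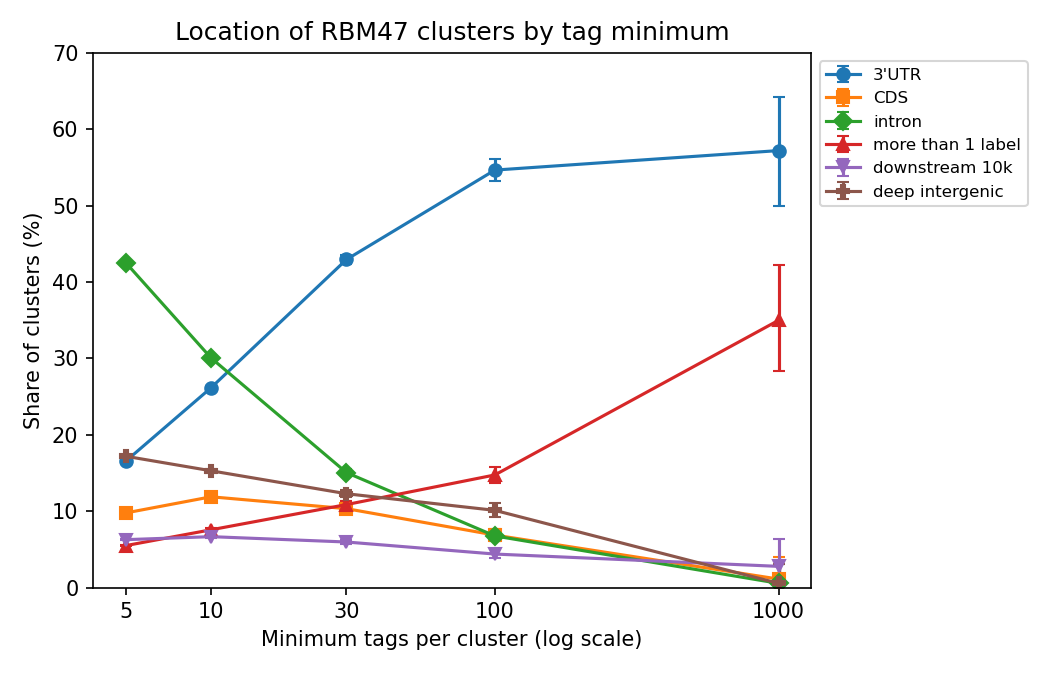
Share of clusters in each location class (y axis, percent) at tag minimums of 5, 10, 30, 100 and 1000 (x axis, log scale), with Wilson 95% intervals as error bars. The 3'UTR share rises from 16.5% to 57.2% and the intron share falls from 42.6% to 0.556%.

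There were 2465 3'UTR clusters and 305 intron clusters with at least 100 tags, against 22398 and 28252 with 10 to 99 tags. The odds ratio was 10.2 (Woolf 95% interval 9.04 to 11.5), and the p-value of the two-sided Fisher's exact test was too small for the software to represent. Counting the minimum and the classes in a single library gave an odds ratio of 9.68 in replicate 2 and 7.28 in replicate 1.

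The robustness of binding, taken as tags per cluster, was compared between 3'UTRs and introns. RNA abundance was not measured here and tags were not scaled to it, so more tags need not mean stronger binding. The study proposes that the pattern may come from the relative amounts of unspliced and mature RNA. In clusters with at least 10 tags the median was 22 tags in 3'UTRs and 14 tags in introns. Mean log2 tags were 0.80 higher in 3'UTRs (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). Computed from the tags of each replicate in the same clusters, the difference was 0.80 ± 0.04 (SD, n = 2), and it was above 0 in both. Per nt of cluster length the difference was 0.61, and with 10 tags required in replicate 1 alone it was 0.52. In the 1324 genes with clusters of both kinds, the mean was higher in 3'UTRs in 1145 genes. Longer clusters held more tags, with a Spearman's rho of 0.622 across all clusters.

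**Figure D3:**
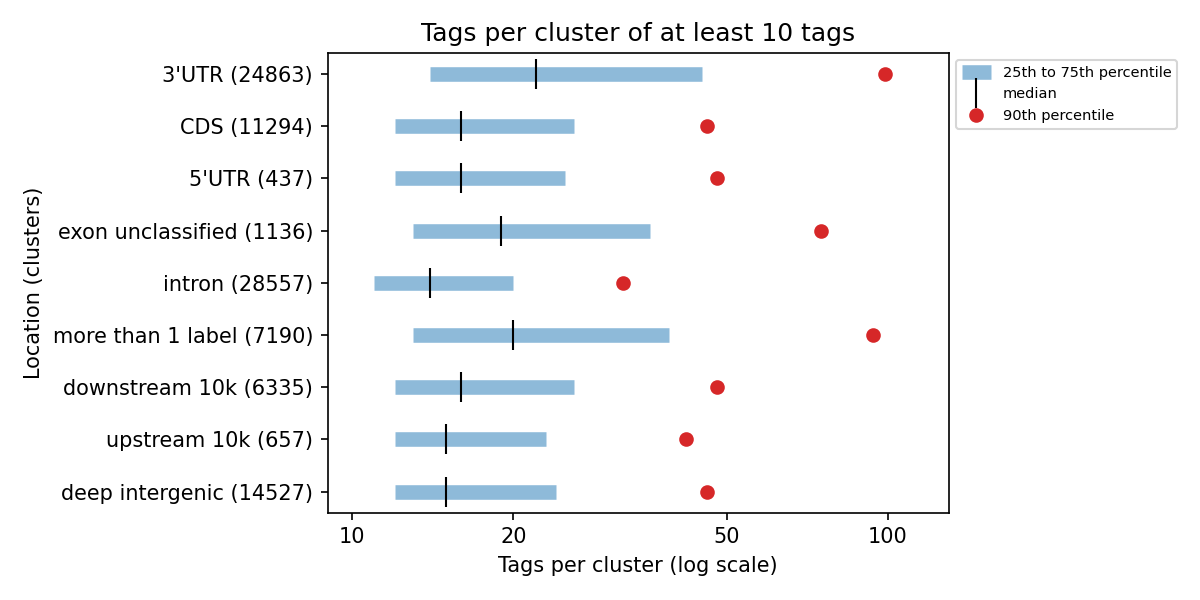
Tags per cluster (x axis, log scale) by location class for clusters with at least 10 tags, with the number of clusters in parentheses, a bar from the 25th to the 75th percentile, a line at the median and a point at the 90th percentile. The median is 22 in 3'UTRs and 14 in introns, and the 90th percentiles are 99 and 32.

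Of all deposited clusters, the plus strand held 53.0% (Wilson 95% interval 52.8 to 53.2) and 54.1% of the tags. Chromosome 11 held 5.89% of the clusters but 10.7% of the tags. The mitochondrial genome had 82 clusters with 5643 tags, 0.127% of all tags.

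Transcripts were ranked by their tags in clusters of at least 10 tags, the rule the study states. The values obtained differ from those the study printed, which are given below. Tags were not scaled to the amount of each transcript, which was not measured here. Such clusters were found in 5600 genes, and 3074 genes had more than 100 tags. Counting all deposited clusters gave 3801 genes, a minimum of 30 tags gave 2013, and replicate 1 alone gave 796. The nuclear noncoding RNAs NEAT1 (Entrez gene 283131) and MALAT1 (Entrez gene 378938) ranked first and second with 95142 and 72767 tags. Together they held 5.79% of the tags in genes. Per 1000 tags of a replicate, NEAT1 had 20.5 ± 1.86 (SD, n = 2) and MALAT1 16.3 ± 0.101 (SD, n = 2). The other genes among the first 10 were EXT1 with 52425 tags, CANX with 24793, ZFAND3 with 21902, DKK1 with 20391, FRMD6 with 19009, SLC7A11 with 18859, IL8 with 17178 and COL8A1 with 15173. In 4 of these 10 genes, introns held more tags than any other class by the authors' labels. Among these, COL8A1 had 8676 tags in introns and 5651 in 3'UTRs, not counting a large cluster just downstream that carries no gene. The intron share was 92.6% in EXT1 and 96.7% in ZFAND3.

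DKK1 and IL8, whose mRNA levels the study followed, had most of their tags in a single cluster each. Positions are those of the deposited table, whose genome build is not stated. In DKK1 (Entrez gene 22943), the cluster on the plus strand of chromosome 10 at 53746313 to 53748251, labelled as CDS and 3'UTR, held 19199 tags or 94.2% of the gene's tags. Its replicate 1 share was 21.7% (Wilson 95% interval 21.1 to 22.2). In IL8 (Entrez gene 3576, current symbol CXCL8), the cluster on the plus strand of chromosome 4 at 74827015 to 74828623, with the same labels, held 16260 tags or 94.7%. Its replicate 1 share was 22.4% (21.8 to 23.05). DKK1 reached 4.49 ± 0.137 (SD, n = 2) and IL8 3.84 ± 0.0239 (SD, n = 2) per 1000 tags of a replicate. Since these clusters span coding sequence and 3'UTR, the tags in each part cannot be separated here. Ranked by tags per kb of clusters among the 3074 genes, IL8 was at 3 and DKK1 at 5.

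**Figure D4:**
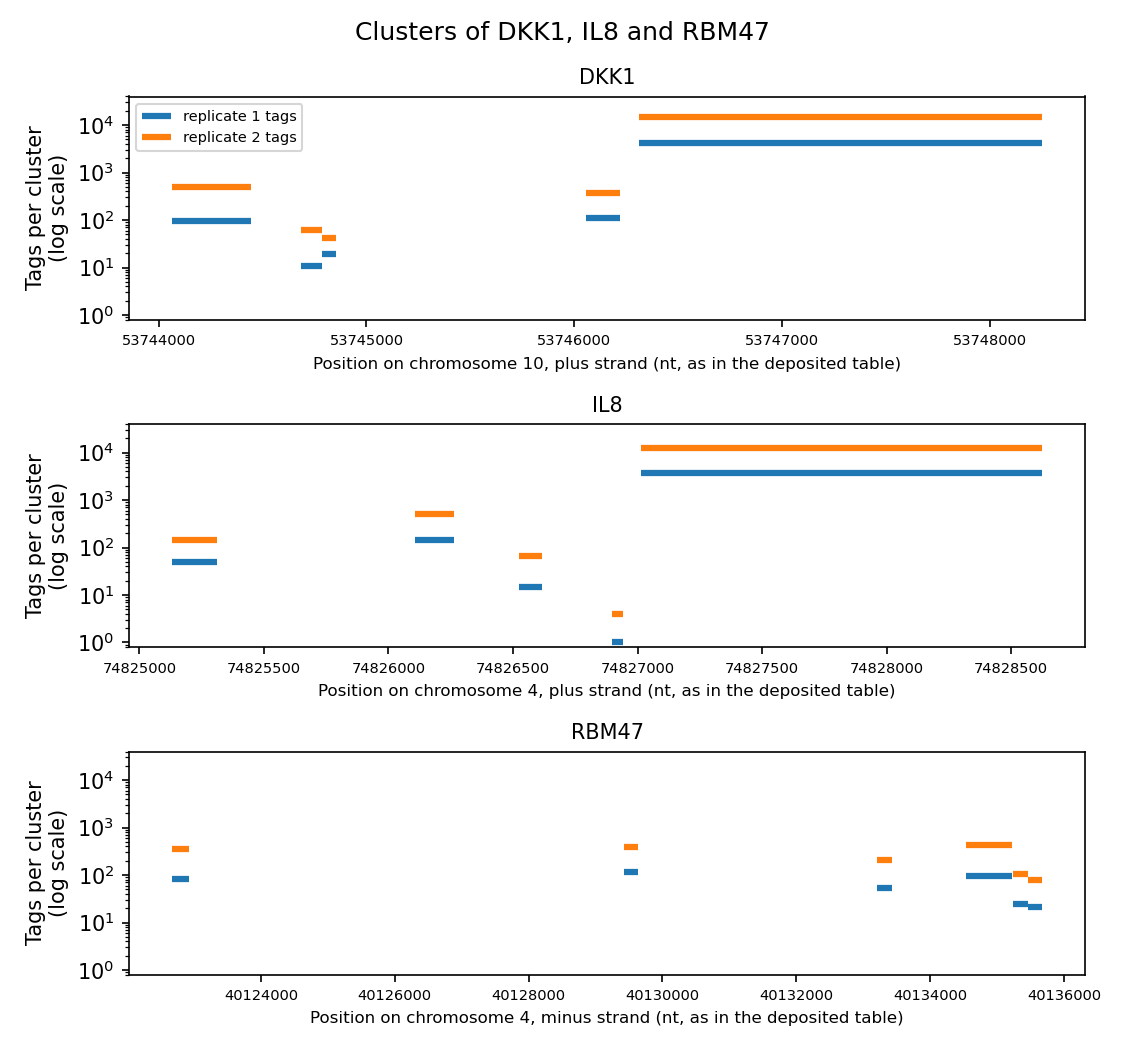
Clusters of DKK1, IL8 and RBM47 drawn at their listed positions (x axis, nt), each as a line at its tags in replicate 1 and in replicate 2 (y axis, log scale). The last cluster on the plus strand holds 19199 tags in DKK1 and 16260 in IL8, and the 6 clusters of RBM47 hold 1949 tags together.

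Among the other genes named by the study, VEGFA had 781 tags, of which 83.5% were in 3'UTR clusters. The genes named for splicing ranged from MBNL1 with 2320 tags to TNC with 123 tags. In MBNL1, 47.8% of the tags were in introns and 42.3% in 3'UTRs. LIMCH1 had 1958 tags, SLK 928, MDM4 608 and SEC31A 423. In clusters of at least 10 tags, the intron share was 4.96% in SLK, 2.81% in LIMCH1 and 15.1% in SEC31A. Around spliced exons the study counted clusters of at least 5 tags, to allow for weaker binding in introns. The minimum of 10 tags kept 24 of 38 deposited clusters in SLK, 22 of 86 in LIMCH1 and 23 of 51 in SEC31A. For MBNL1 it kept 106 of 272. Shares over all deposited clusters are not given, so these shares do not measure binding near the spliced exons. In MDM4, 77.8% of the tags were in clusters with more than 1 label. Of the genes named for mRNA level, HTATIP2 had 248 tags, MXI1 138 and HBP1 74. HBP1 was the only one of the 13 genes named from the study and reported here that had no more than 100 tags. RBM47 itself (Entrez gene 54502) had 1949 tags in 6 clusters, or 0.420 ± 0.0353 (SD, n = 2) per 1000 tags of a replicate, and the introduced and the endogenous transcript were not told apart.

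The cluster with the most tags was the MALAT1 cluster on the plus strand of chromosome 11 at 65023090 to 65030144, with 72767 tags. NEAT1 had 3 of the first 10 clusters, the largest at 64950964 to 64961263 on the plus strand of chromosome 11 with 69652 tags. CANX had 21607 tags in a cluster at 179088191 to 179090605 on the plus strand of chromosome 5, labelled as CDS and 3'UTR. The others were the DKK1 and IL8 clusters, a CTGF cluster with 9947 tags, an ATP13A3 3'UTR cluster with 6614 tags, and a cluster with no gene. The last, on the plus strand of chromosome 3 at 100999075 to 101000766, held 5974 tags and was labelled as downstream of a gene. The largest COL8A1 cluster, a 3'UTR cluster of 5651 tags, lay just before it on that strand, at 100997686 to 100998843. Whether both belong to the same transcript was not examined, and the 5974 tags are not counted in COL8A1.

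Among all deposited clusters, 40168 were deep intergenic and held 12.5% ± 0.584 (SD, n = 2) of all tags. They were unevenly spread, and a single stretch on the plus strand of chromosome 11 at 28680795 to 29544548 held 15.7% of the deep intergenic tags.

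**Figure D5:**
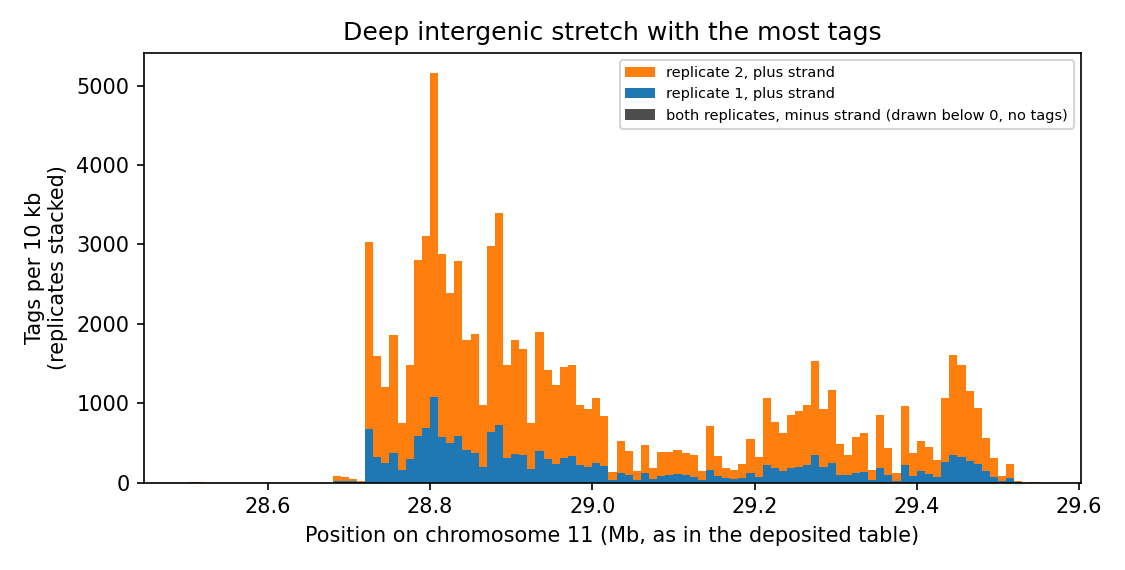
Tags per 10 kb (y axis) on chromosome 11 around the deep intergenic stretch with the most tags (x axis, Mb as listed), with the replicates stacked and the minus strand drawn below 0. The stretch holds 85121 tags on the plus strand and no cluster on the minus strand.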

Values the study reported

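The study placed 75% of its unique tags in known genes. It counted 94,966 clusters with at least 10 tags and evidence in both replicates. For total tags per gene, its Spearman coefficient between replicates, printed as a squared coefficient, was 0.998. It listed 2498 transcripts with more than 100 tags in such clusters, among them IL8 with 17,079 tags and DKK1 with 16,208 tags. By that stated rule the deposited clusters gave more transcripts, and more tags for DKK1 than for IL8. The cause of these differences was not examined.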

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

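Some alternatives were chosen after the data were seen. These are the scaling to the study's library sizes, the scaling to clusters with at least 100 tags, the restriction to clusters whose replicate tags sum to the total, the 30-tag minimum for discordant clusters, the counting of every label that includes a region, the comparison within genes, and the single-library values for cluster number, length and strand. Of 70 alternatives, 22 left the value within its limits, 42 moved it, and 6 reversed a direction. For the difference in tags per cluster and for the odds ratio, an alternative with a test was within limits when it kept the direction and stayed past the threshold, whatever its size. For the other values the limit was the SD between replicates, a 95% interval over clusters or genes, 1.5 times for a count, or the same rank. With this many clusters the intervals are narrow, so small shifts passed them.

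The tag minimum changed most of the results. The 3'UTR share of clusters was 16.5% in all deposited clusters, 43.0% at 30 tags and 54.7% at 100 tags, and 38.5% when clusters were weighted by tags. The intron share was 42.6%, 15.1%, 6.76% and 15.8% under the same settings. Counting every label that includes 3'UTR gave 31.5%. The order of 3'UTRs and introns reversed with the setting. The 3'UTR share minus the intron share was -3.89 percentage points at 10 tags and -26.0 in all deposited clusters, but 27.9 at 30 tags, 47.9 at 100 tags, 22.7 when weighted by tags and 1.35 when every label was counted. With each replicate left out it was also reversed, from 3.42 to 33.3 percentage points. Fewer intron clusters than 3'UTR clusters reach a higher minimum, and the cause of that was not tested. At 30 tags, rho across clusters was 0.764, Pearson's r was 0.889, rho across genes was 0.980, the rho of length and tags was 0.590, and 2013 genes had more than 100 tags. A pseudocount of 10 gave Pearson's r of 0.856 across clusters and 0.985 across genes. More than 100 tags per kb of clusters was met by 5156 genes. The plus strand share was 54.1% when weighted by tags.

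The difference in mean log2 tags between 3'UTRs and introns kept its direction and stayed past the threshold under the 4 alternatives with a test. It ranged from 0.54 at 30 tags to 1.14 within genes, each with the smallest p that 100000 resamples can give, 1e-05.

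With each replicate left out in turn, 1 library remained and no test was made. Clusters with at least 10 tags ranged from 13796 to 71204, and genes with more than 100 tags from 796 to 2614. The share of tags in the top clusters ranged from 27.0% to 29.2%, the 3'UTR share from 29.7% to 46.3%, the intron share from 13.1% to 26.3%, the odds ratio from 7.28 to 9.68, and the 3'UTR difference in log2 tags from 0.52 to 0.73. The rho of length and tags ranged from 0.443 to 0.597 and the plus strand share of tags from 54.06% to 54.11%. In each of these results, replicate 1 alone gave the value farther from that of both replicates. A fixed minimum of 10 tags in the smaller library is a stricter filter by construction.

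The number of discordant clusters fell to 11 under the beta-binomial test, with an estimated overdispersion of 0.0014. The other alternatives gave 18 to 32 clusters. Of the discordant clusters, 11.5% were higher in replicate 1, against 27.8% when scaled to the median ratio, 27.8% when scaled to clusters with at least 100 tags, 31.6% when scaled to the study's library sizes and 34.4% among clusters with at least 30 tags. The expected share differed between these settings, at 22.3%, 20.8%, 20.8%, 20.6% and 20.8%. The remaining settings stayed near the main value. Under the beta-binomial test 9.09% were higher in replicate 1, with an expected share of 22.3%. Among clusters whose replicate tags sum to the total 12% were, with an expected share of 22.5%. The study does not number its libraries, so the scaling to their sizes assumed that replicate 1, the smaller in the table, is its smaller library.

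DKK1 ranked between 5 and 7 and IL8 between 3 and 11 over the alternatives. No paired analysis was possible because there is a single group. The authors' reproducibility filter, peak height and sequence composition were not run. The depth of replicate 1 limits what can be said of single clusters, since its median was 2 tags per cluster.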

Other observations

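The tests of explanations given here were all chosen after the results were seen. With a single group, no biological explanation was tested by a comparison of conditions.

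In 30716 clusters, or 13.2%, the replicate tags summed to more than the authors' total, and in 0 clusters to less. The excess came to 43893 tags. The largest was in a MAGT1 3'UTR cluster on chromosome X at 76968476 to 76968521, with a total of 6 tags but 18 replicate 1 tags and 106 replicate 2 tags. Of the 14946 clusters that overlap a listed neighbour on the same strand by 1 to 2 nt, 100% had an excess, which is consistent with tags on the shared bases being counted in both clusters. Of the 218600 clusters without such a neighbour, 7.21% had an excess, and overlap with a listed cluster on the same strand cannot be their cause. Overlap with a listed cluster on the other strand was not examined. Overlap with clusters outside the table remains open for these 15770 clusters and cannot be told apart from other causes, as those clusters are not analysed here. In 8969 clusters the excess was at least as large as the smaller replicate count, so their presence in both replicates rests on how such tags were counted. Of those, 2033 had at least 10 tags.

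The replicate 1 share of tags was higher in introns than in 3'UTRs, at 24.1% (Wilson 95% interval 24.0 to 24.2) against 21.1% (21.1 to 21.2) over all clusters. In clusters with at least 30 tags the shares were 20.8% (20.6 to 20.95) and 20.7% (20.6 to 20.7). A filter on at least 1 tag from each replicate may be the cause, since it removes small clusters in which the smaller library drew no tag. For the 124071 clusters of 5 to 9 tags whose replicate tags sum to the total, a binomial draw with that filter gave an expected replicate 1 share of 26.9%, and the observed share was 27.2%. Without the filter the share of 20.8% seen in clusters of at least 100 tags would apply.

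Among clusters with at least 30 tags, 121 were no longer than 50 nt, and 10 of them, or 8.26%, were discordant between the libraries. Of the longer clusters, 0.0727% were. The length limit was set after the values were seen and the difference was not tested.

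Deep intergenic clusters fell into long stretches. Joined across gaps of up to 20 kb on the same strand, they formed 2114 stretches, of which the first 10 held 43.6% of the deep intergenic tags and 5.32% of all tags. The first, on the plus strand of chromosome 11 at 28680795 to 29544548, ran over 864 kb with 3340 clusters and 85121 tags, between clusters of METTL15 and ARL14EP. The second, on the minus strand of chromosome 3 at 105454317 to 105646919, held 53141 tags. Genomic DNA would place tags on both strands, but the other strand held 0.102% of the tags within the 10 stretches. A few stacks of tags would put most tags of a stretch into a single cluster, and the largest share of a single cluster was 7.91%. This does not bear on stacks at many copies of a repeat, since no sequence was examined. A single library was not the source, as the replicate 1 share was never more than 0.956 percentage points from that over all clusters. Transcripts of genes missing from the authors' annotation are a candidate explanation that stays open, as do many copies of a repeat. Within these stretches 0 clusters on the same strand carried a gene, and no newer annotation on the build of the table was used here. Not all stretches were far from named genes. Stretch 7 lay between clusters of SMC6, at 3.22 and 2.43 kb, and stretch 8 between clusters of RASA1, at 1.13 and 9.62 kb. The strand of these flanking clusters was not compared with that of the stretch, so the part of such genes stays open.

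Over all deposited clusters, intron tags were concentrated in few genes. The first 10 genes held 18.4% of the intron tags, out of 4177 genes with an intron cluster, and EXT1 alone held 5.20%. Genomic DNA would place about as many tags on either strand, but 2.91% of the tags within the intron spans of the 449 genes with at least 50 intron clusters were on the other strand. Intron length alone would give similar densities, but the 90th percentile of tags per kb of span was 14.1 times the 10th percentile. The amount of each unspliced transcript was not measured here, so its part in this cannot be judged.

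All 6 clusters of RBM47 touched coding sequence. Other genes with 1000 to 4000 tags over all deposited clusters had a median of 54 clusters. The comparison was therefore limited to the 35 genes with 3 to 12 clusters. In 1 of these, or 2.86%, every cluster touched coding sequence, and the median gene had 60.0% of its clusters there. Tags from the introduced Flag-RBM47 coding sequence are a candidate explanation that stays open, since this comparison restates the observation and does not separate them from tags of the endogenous transcript.

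Clusters labelled as within 10 kb downstream of a gene outnumbered those labelled upstream, with 14654 against 1669 over all clusters and 198 against 12 at 100 tags. Chromosome Y had 10 clusters with 5 to 8 tags each, 59 tags in all.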
